A study of Rattus norvegicus with 10 samples. Its data were reported in "Etiology matters – Genomic DNA Methylation Patterns in Three Rat Models of Acquired Epilepsy" (2016).

How the data were processed

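Messenger RNA was sequenced from the hippocampal CA3 and dentate gyrus of 10 rats, 5 with lateral fluid percussion brain injury (TBI) and 5 with sham surgery, collected 3 months after the operation. In lateral fluid percussion a pressure pulse is delivered to the exposed dura, and the labels give 3.32 atm for the injured rats. Poly-A selected RNA was read as single reads of 36 bases. According to the methods of the study, reads were aligned with BWA to a rat genome assembly and counted over Ensembl transcripts with a custom script. The rows of the table are instead RefSeq RNA records, as are the names in the study's list of genes altered in this model. How this goes with the Ensembl annotation of its methods was not settled here. The authors deposited the values as raw counts of reads per RefSeq RNA record, with no normalization and no pooling of rats.

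The table held 32043 rows, of which 32041 were RNA records. The remaining rows, an empty entry and the unmapped reads, were kept out of library sizes and tests. Unmapped reads were a median of 22.2% of all reads per library. Rows were named from a table of RefSeq genes of another assembly, used for names only. It gave a symbol to 54.2% of the RNA records and to 57.7% of the rows tested. Isoforms of a gene have rows of their own and share reads, and the counting was not stated to use strand, so values of overlapping and near-identical transcripts are uncertain.

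Rows with a total count of at least 44 over the 10 libraries, the 30th percentile of row totals, were kept, as in the methods of the study. This left 22431 rows. Groups were compared with the quasi-likelihood F test of edgeR 4.0.16 (robust estimation, TMM normalization) in R 4.3.3, with Benjamini-Hochberg adjustment. Fold changes are TBI over sham on the log2 scale. CPM values are counts scaled to the TMM-adjusted library size. Results were read at an adjusted p of 0.05 and at the unadjusted threshold of 0.001 that the study used. Groups, tests, gene lists and most alternatives were fixed before the data were examined. The replicate numbers follow the order of the samples and do not pair rats.

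Named genes were the 6 symbols with the smallest p higher in TBI and the 6 lower among rows past the adjusted threshold. If none passed, the same rule was applied at the unadjusted threshold of 0.001 and the genes were named as candidates. One row was used per symbol. Genes of the fixed lists are also named.

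Separation of the groups was measured on the 500 most variable rows of log2 CPM (prior count 2) as the mean Pearson correlation within groups minus that between groups, with a one-sided exact permutation test over the 126 splits of the rats. Each of 19 marker lists was scored per rat as the mean of log2 CPM centred on each gene's mean, and groups were compared with a two-sided exact permutation test over 252 labelled splits, adjusted over the 19 lists. The smallest p this test can give is 0.00794.

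Alternatives were the exact and likelihood ratio tests of edgeR, DESeq2 1.42.0, limma 3.58.1 with voom and sample weights, other size factors and filters, a surrogate variable from sva 3.50.0, other ways of choosing rows, leaving out each rat, and 3 of the 5 sham rats, the number of controls that the study gives for mRNA profiling, while its methods for the injury give 5, as the labels do. For the marker lists they included camera and fry. The plan did not say whether the exact test was to use robust estimation. It was run with robust estimation, as in the main test, and the fit without it was added after both results had been seen. Covariate and scaling alternatives for ribosomal RNA were also chosen after seeing the data.

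The test was tested on simulated data drawn from the means, dispersions and library sizes of these rats. With 200 of 22431 rows changed by 1 on the log2 scale, 193 were called at an adjusted p of 0.05, along with 17 unchanged rows. With a change of 0.5, 109 of the 200 were called, along with 5 unchanged rows. The changed rows were drawn only from rows with high mean counts, so recovery among rows with few counts was not tested. The simulated rows also varied independently of each other, which real rows do not, so this recovery is an upper guide. No library was a copy of another: over the 45 pairs, the chi-square of counts over rows per degree of freedom was from 6.30 to 271. Figures were drawn with matplotlib 3.10.9.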

Results

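Gene expression was measured by counting messenger RNA reads in 5 sham-operated and 5 injured rats, to ask which transcripts differ in the hippocampal CA3 and dentate gyrus 3 months after TBI. The libraries held 23425817 to 31671838 counts on RNA records. The mean total was 28603620 counts ± 3298662 (SD, n = 5) in sham rats and 28492418 counts ± 605867 (SD, n = 5) in TBI rats, which did not differ (two-sided exact permutation p = 0.960). Libraries differed in the share of counts on ribosomal RNA rows. This share was 59.0% in sham replicate 4 and 58.5% in sham replicate 5, and from 12.5% to 26.2% in the other 8 rats. Ribosomal RNA made up 38.7% ± 18.3 (SD, n = 5) of counts in sham rats and 19.7% ± 5.23 (SD, n = 5) in TBI rats (two-sided exact permutation p = 0.0238). The counts outside ribosomal RNA were therefore 17169533 ± 4231190 (SD, n = 5) in sham rats and 22866915 ± 1487072 (SD, n = 5) in TBI rats (two-sided exact permutation p = 0.0238). The labels give no batch. No TBI library had such a high ribosomal share, so this technical difference is partly confounded with the groups.

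**Figure D1:**
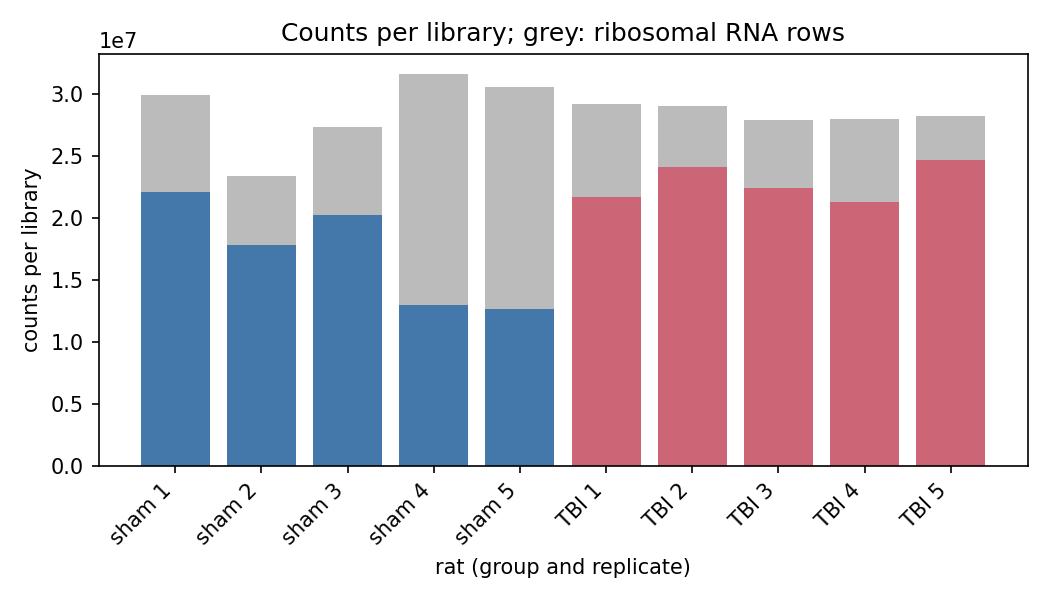
Counts per library (y axis) for each rat (x axis), with counts outside ribosomal RNA in blue for sham and red for TBI and ribosomal RNA counts stacked in grey. The grey part is 59.0% of sham replicate 4 and 58.5% of sham replicate 5.

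The first comparison asked how many transcripts differ between TBI and sham rats. Of 22431 rows, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and the smallest Benjamini-Hochberg adjusted p was 0.477. At an unadjusted p under 0.05 there were 1769 rows, against 1122 that chance gives on average, with 1097 higher and 672 lower in TBI. Of 100 splits of the 10 rats into 5 and 5, the real one included, 13 gave at least 1769 such rows. The number of such rows was 795 with a covariate for the ribosomal RNA share and 1141 with a surrogate variable. It was 1162 without sham replicate 2, 2566 without sham replicate 3 and 3788 with scaling by total counts. The alternative that moved the adjusted count most was scaling by total counts, with 92 rows, and that scaling counts ribosomal RNA as library size. At the threshold of 0.001 used by the study, 44 rows passed, 35 higher and 9 lower, against 22.4 that chance gives on average. Leaving out sham replicate 3 gave 196 rows at this threshold, and leaving out sham replicate 2 gave 9. With a covariate for the ribosomal RNA share the count was 8. The predominance of higher rows was not kept in each fit: without sham replicate 1 there were 20 higher and 31 lower rows. The groups did not overlap in 207 rows (0.923%), and chance gives 0.794%.

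Because no row passed the adjusted threshold, the following genes are candidates only, each with an adjusted p of 0.477 in edgeR's quasi-likelihood test. The smallest p among all rows was that of Gad2, at 9.02e-05. Gad2 was 19.0 CPM ± 1.80 (SD, n = 5) in sham rats and 13.9 CPM ± 1.21 (SD, n = 5) in TBI rats, a log2 change of -0.46 with a standard error of 0.0915. The groups did not overlap for this gene. Gad1 had a log2 change of -0.46 with a standard error of 0.104. Kcnd3, Reln and Piwil2 were the other symbols lower in TBI, with log2 changes of -0.44, -0.59 and -0.70. Under scaling by total counts, which raised the median log2 change of all rows from -0.01 to 0.50, Gad2, Gad1 and Kcnd3 had log2 changes of 0.04, 0.03 and 0.05. Among transcripts higher in TBI, Blnk rose from 5.15 CPM ± 0.770 (SD, n = 5) to 7.71 CPM ± 0.965 (SD, n = 5), a log2 change of 0.58 with a standard error of 0.123. Eya2, Fxyd1, Ptp4a3 and Sulf1 had log2 changes of 0.79, 0.58, 0.32 and 1.16. Vnn1 had at most 2 counts in any sham library and at most 10 in any library, and was at least 1.65-fold higher in TBI when sham rats were set at 3 counts. Blnk, Eya2 and Gad2 kept a p under 0.001 in each of the 10 fits that left out a rat, and Piwil2 lost it in 8 of them.

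The second comparison asked whether rats group by treatment on rows not chosen by treatment. On the 500 most variable rows the mean correlation was higher within groups than between groups by 0.0171 (one-sided exact permutation p = 0.0238). The mean correlation was 0.896 among sham rats, 0.930 among TBI rats and 0.896 between groups. Sham replicates 1 and 3 were on average closer to the TBI rats than to other sham rats. Without TBI replicate 1 the difference was 0.00753 (one-sided exact permutation p = 0.103). Without the 2 sham rats richest in ribosomal RNA it was 0.0347 (one-sided exact permutation p = 0.0536).

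The third comparison took the 7 genes that the study names as upregulated in all of its epilepsy models, Serping1, Emp3, S100a6, Msn, Cd44, Aspg and Gpnmb. All 7 were higher in TBI, with log2 changes from 0.60 for Msn to 1.54 for Serping1. When adjusted over the list alone, 7 of the 7 passed 0.05 in edgeR's quasi-likelihood test, and over all rows tested 0 did. The unadjusted p was under 0.05 for 7. The study chose the list on these samples, so the count adjusted over the list alone is not independent evidence. Serping1 was 5.69 CPM ± 3.58 (SD, n = 5) in sham rats and 17.1 CPM ± 8.67 (SD, n = 5) in TBI rats, and the groups overlapped for each of the 7 genes. Sham replicate 3 had 12.0 CPM of Serping1 and TBI replicate 3 had 5.05 CPM. The count adjusted over the list alone was 0 with the ribosomal RNA covariate, 0 without the 2 sham rats richest in ribosomal RNA, and 3 without sham replicate 1.

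**Figure D2:**
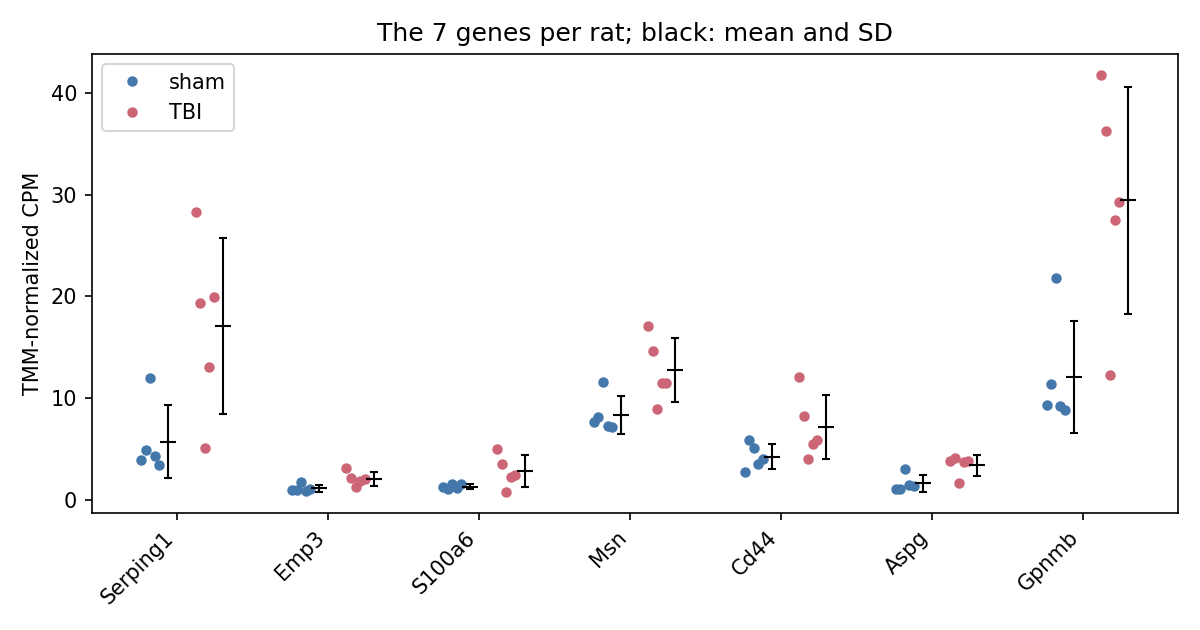
TMM-normalized CPM (y axis) of the 7 genes (x axis) in each sham rat (blue) and TBI rat (red), with the mean and SD in black (n = 5 per group). The groups overlap for each gene; sham replicate 3 has 12.0 CPM of Serping1 and TBI replicate 3 has 5.05 CPM.

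The fourth comparison asked whether regulators of DNA methylation and histones differ. Of 18 listed DNA methylation genes 10 were tested, and of 72 listed histone genes 48. The others had no row of that name or did not pass the filter, so the result does not cover them. Of the 58 genes tested, 0 passed 0.05 when adjusted over the list alone and 0 over all rows, and 0 had an unadjusted p under 0.05. The 10 DNA methylation genes had log2 changes from -0.18 to 0.11, with a median standard error of 0.103. The 48 histone genes had log2 changes from -0.55 to 0.17, with a median standard error of 0.0952. Crebbp, with the smallest p of these genes, had a log2 change of -0.215 with a standard error of 0.104, and an adjusted p over the list alone of 0.571 in edgeR's quasi-likelihood test. A change of about 2 standard errors therefore did not pass with these rats.

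The fifth comparison took the 3 genes for which the study lists both a methylation and an expression change. Clic1 and Aox1 were higher in TBI, with log2 changes of 0.44 and 0.70, and Hpcal1 was lower, with a log2 change of -0.51. When adjusted over the list alone, 3 of the 3 passed 0.05 in edgeR's quasi-likelihood test, and over all rows 0 did. This list was also chosen by the study on these samples. With the ribosomal RNA covariate the count adjusted over the list alone was 1.

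The last comparison scored 19 lists of marker genes per rat. After adjustment over the lists, 0 of the 19 passed 0.05 (two-sided exact permutation tests), and 4 had an unadjusted p under 0.05. With 10 rats the smallest possible p is 0.00794, so a single list could reach an adjusted p of 0.151 at best and fewer than 4 lists could not pass together. The 0 of this test thus says little by itself. The limit alone does not account for it, since camera with an estimated correlation and fry have no such limit and also called 0 lists. Their smallest adjusted p-values were 0.0657 and 0.0602, both for antigen presentation. Antigen presentation genes were higher in TBI by 0.58 on the log2 scale, in 5 of 5 rats, with an exact permutation p of 0.00794 and an adjusted p of 0.132. Interferon genes were higher by 0.60 (exact permutation p = 0.0317, adjusted p = 0.132). Ependymal genes were higher by 0.30 and GABAergic genes differed by -0.28, each with an exact permutation p of 0.0397 and an adjusted p of 0.132. Thalamus and hypothalamus, complement, astrocyte and blood genes were higher by 0.58, 0.56, 0.17 and 0.31, each with an exact permutation p of 0.0556. Reactive astrocyte genes were higher by 0.53 (exact permutation p = 0.0714), and 8 of their 13 genes are ones the study listed for this model. So are 5 of 13 antigen presentation, 7 of 19 interferon, 3 of 14 GABAergic and 0 of 9 ependymal genes. Without study-listed genes the antigen presentation, interferon and GABAergic differences were 0.472, 0.547 and -0.211. Their adjusted p-values in exact permutation tests were then 0.259, 0.259 and 0.283. Microglia and meninges genes were higher by 0.32 and 0.44, each with an exact permutation p of 0.0873. The remaining lists had exact permutation p-values of 0.190 for immediate early genes (0.29), 0.230 for CA1 (0.67), 0.468 for choroid plexus (0.18), 0.587 for dentate granule cells (-0.15), 0.706 for endothelium (0.04), 0.810 for neurons in general (-0.02), 0.881 for oligodendrocytes (0.02) and 0.905 for CA3 (-0.01), with the log2 difference in parentheses. Camera with a preset correlation of 0.01 called 13 lists, and 0 of these held under fry or with an estimated correlation.

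**Figure D3:**
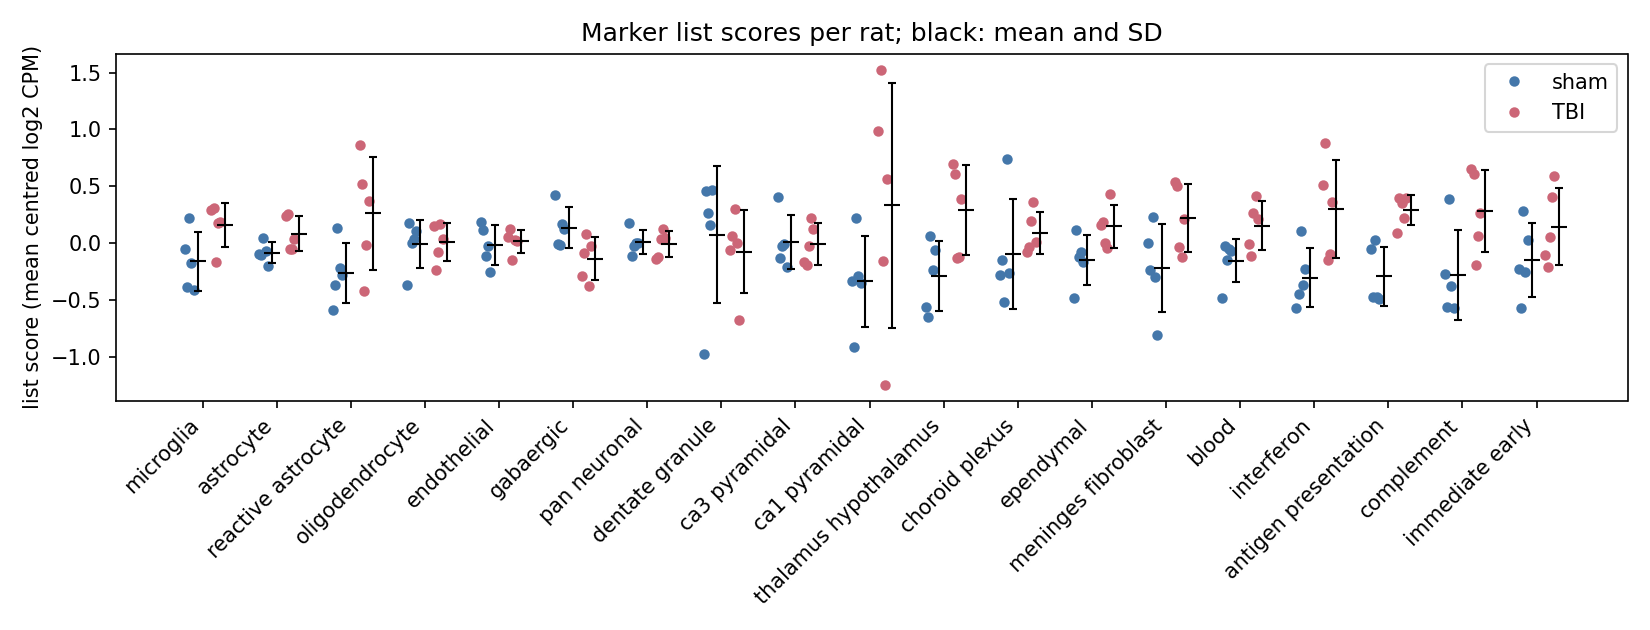
Score of each marker list (y axis, mean of log2 CPM centred on each gene's mean over all rats) in each sham rat (blue) and TBI rat (red), with the mean and SD in black (n = 5 per group). Antigen presentation is the list in which each TBI rat lies above each sham rat, and its adjusted p is 0.132.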

Values the study reported

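The study reported 140 upregulated and 28 downregulated genes following TBI. It reported 229 transcripts with altered expression in this model at its threshold of p < 0.001. Its list of altered genes for this model also gives adjusted p-values, most of them under 0.05. It described 1 of 5 injured samples as closer to controls in its expression pattern, and named 7 genes as upregulated in all 3 models. Its methods give 5 injured and 5 control rats for this model, and 3 control and 5 injured rats for its mRNA profiling. Over all models its clustering of expression had 15 control samples.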

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

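In 88 groups of 5 rats (library measures, list scores and named genes), 10 had a rat set apart from the other 4 by a gap above Dixon's 95% critical value, and chance gives 4.40. The tests here were chosen after the result was seen. Of the 10, 5 are sham replicate 3 in genes of the 7-gene list, which vary together and are not independent flags. Sham replicate 3 had 12.0 CPM of Serping1 (others 3.37 to 4.85), 1.69 of Emp3 (0.884 to 1.06), 11.6 of Msn (7.12 to 8.09), 3.02 of Aspg (1.06 to 1.43) and 21.8 of Gpnmb (8.81 to 11.4), above each other sham rat. TBI replicate 3 had 1.58 CPM of Aspg, below the others (3.67 to 4.07), and a microglia list score of -0.17, below the others (0.18 to 0.31). An exchange of the labels of these rats is a possible explanation. Both lay nearer the other group in 10 of the 19 lists, counted against the means of the other 4 rats of each group. Sham replicate 3 lay nearer TBI in 13 lists and TBI replicate 3 nearer sham in 14. In antigen presentation TBI replicate 3 scored 0.35, above each sham rat, but a single rat excludes nothing, and an exchange cannot be told apart from rats that responded more or less than others, because the files hold no independent mark of a rat's identity. The ribosomal RNA share of these rats was 26.1% and 19.7%, neither as high as in sham replicates 4 and 5. No rat was moved or left out on these grounds in any comparison of the report.

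Sham replicate 1 was set apart by a dentate granule list score of -0.98 (others 0.16 to 0.47) and a blood list score of -0.48 (others -0.15 to -0.03). Sham replicate 4 was set apart by a choroid plexus list score of 0.74 (others -0.51 to -0.15). These lists hold genes of neighbouring tissue or of cell types whose share varies with the piece dissected. Dissection was not tested for these 3 values, and no biological explanation was tested, since each is a single rat.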

How the results depend on the processing

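At an adjusted p of 0.05 the count was 0 in the main test, in which 1769 rows had an unadjusted p under 0.05. It was 3 with DESeq2, 92 with total count scaling and 51 with the exact test without robust estimation (27 higher, 24 lower), and from 0 to 12 across the 10 fits that each left out a rat, with 5 without sham replicate 3 and 12 without TBI replicate 3. Over the 10 choices of 3 sham rats the median was 0, but 3 choices gave rows: 21 with sham replicates 2, 4 and 5, 4 with 1, 2 and 4, and 1 with 3, 4 and 5. It was 0 under each of the other alternatives run. The exact test without robust estimation was chosen after seeing the data, and edgeR's own default is that setting.

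At p under 0.001 the main count was 44. It was 119 with the exact test, 126 with the likelihood ratio test, 113 with DESeq2, 23 with voom, 188 with total count scaling, 81 without a filter, 19 with a single row per symbol, 16 with a surrogate variable and 23.5 as the median over choices of 3 sham rats. That median lies between separate ranges: the 4 choices without sham replicate 3 gave 98 to 201 rows and the 6 with it gave 8 to 28. Among alternatives chosen after seeing the data it was 8 with the ribosomal RNA covariate, 18 without the 2 sham rats richest in ribosomal RNA, 185 with total count scaling outside ribosomal RNA, 17 with rows summed per symbol and 174 with the exact test without robust estimation. It ranged from 9 (without sham replicate 2) to 196 (without sham replicate 3) across the 10 fits that each left out a rat, and was 17 without sham replicate 4, 18 without TBI replicate 1, 21 without TBI replicate 2, 133 higher and 20 lower without TBI replicate 3 and 18 without TBI replicate 5. Fewer rows were tested with a single row or a sum per symbol. Elsewhere the cause was not tested. Of the 44 rows, 2 kept a p under 0.001 with the ribosomal RNA covariate and 5 with the surrogate variable, while 43 and 44 kept a p under 0.05. Lower calls were 20.5% of the 44. They were 62.5% of calls with the surrogate variable, 55.6% as the median over choices of 3 sham rats (12.3% to 21.2% in those without sham replicate 3, 50% to 85.7% in those with it), 60.8% without sham replicate 1, 55.6% without TBI replicate 1, 53.1% without sham replicate 5, 50% without the 2 sham rats richest in ribosomal RNA, 43.5% with voom, 42.9% without TBI replicate 2, 39.1% without robust estimation, 37.5% with the ribosomal RNA covariate and 35.3% without sham replicate 4. They were 9.18% without sham replicate 3 and 3.72% of calls with total count scaling, which raised the median log2 change of all rows to 0.50, while total count scaling outside ribosomal RNA, with 182 higher and 3 lower calls, raised it to 0.14.

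The number of the 7 shared genes past 0.05, adjusted over the list alone, was 7 in the main test, 2 with voom, 0 with a surrogate variable, 0 with the ribosomal RNA covariate, 0 without the 2 sham rats richest in ribosomal RNA and 0 as the median over choices of 3 sham rats, with 5 or 6 in each of the 4 choices without sham replicate 3 and 0 in each of the 6 with it. It ranged from 3 (without sham replicate 1) to 7 across the fits that each left out a rat. Of the 3 methylation and expression genes, 1 passed with the ribosomal RNA covariate. With total count scaling, with a surrogate variable and without sham replicate 1, 2 passed. The count was also 2 without the 2 sham rats richest in ribosomal RNA and as the median over choices of 3 sham rats. The count of regulators past the adjusted threshold stayed at 0 in each fit. The number of regulators with an unadjusted p under 0.05 was 0 in the main test and without TBI replicate 4. It was 5 with voom, 5 without TBI replicate 1 and 6 without sham replicate 3. The cause of these changes was not tested.

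Sample separation (0.0171) stayed past 0.05 with 2000 rows, all rows, Spearman correlation and the smaller prior count. It was 0.0347 without the 2 sham rats richest in ribosomal RNA (one-sided exact permutation p = 0.0536) and from 0.00753 to 0.0298 across the fits that each left out a rat, and it no longer passed without TBI replicate 1, 2 or 5. Leaving out 2 sham rats reduced the test to 56 splits, but leaving out 1 rat kept the 126 of all rats. The marker lists past 0.05 numbered 13 under camera with the preset correlation and 0 under each other alternative. For the alternatives that kept the permutation test this says little, since fewer than 4 lists cannot pass together with 9 or 10 rats, and fewer than 7 cannot with 8 rats. Camera with the estimated correlation and fry have no such limit. The estimated correlations between genes of a list were from 0.162 to 0.782, above the preset 0.01.

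Directions reversed as follows, and of these differences the counts outside ribosomal RNA alone passed 0.05. Under total count scaling Gad2 was 0.0402, Kcnd3 0.0498 and Gad1 0.0259. Without genes the study listed, the reactive astrocyte difference was -0.0146, in place of 0.53. Of the 5 genes left, Serpina3n had a log2 change of -3.28 and Lcn2, Timp1, Osmr and Steap4 had 1.07, 0.82, 0.32 and -0.10. Serpina3n was at most 3.62 CPM in any rat. Without the 2 sham rats richest in ribosomal RNA, the endothelial difference was -0.0399 and the dentate granule difference 0.0159. The CA3 list, with a mean log2 change of -0.0238, was called upward by camera with either correlation and by fry. Leaving out a rat gave ranges of -0.0746 to 0.0808 for oligodendrocytes, -0.0269 to 0.0824 for endothelium, -0.0534 to 0.0194 for neurons in general, -0.416 to 0.000681 for dentate granule cells and -0.0719 to 0.0821 for CA3. The difference in library totals was -111202 counts and ranged from -1405653 to 655852 when a rat was left out. The difference in counts outside ribosomal RNA was 5697382 (two-sided exact permutation p = 0.0238). Among the candidate genes 83 other results were weaker, among the list genes 33 were weaker, and among the marker lists 13 were stronger. No paired analysis was possible because the replicate numbers only follow sample order.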

Other observations

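Apart from the counts over splits of the rats, the tests in this part were chosen after the result was seen. The number of rows at p under 0.001 here was 44, with 35 higher and 9 lower. Those are lower than the values quoted from the study above. The count at an adjusted p of 0.05 was lower too. It was 0 in the main test, while most genes in the study's list have adjusted p-values under 0.05. The study is not uniform on the number of control rats for this model, and all labelled rats were used here. The count at p under 0.001 moved with the sham rats used and with the test. Choices of 3 sham rats gave 8 to 201 rows, and the exact test without robust estimation gave 125 higher and 49 lower. Which choices account for the difference was not settled.

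Refitting 100 of the 126 splits of the 10 rats, 10 gave at least 44 rows at p under 0.001, the real split included. The other 99 splits had a median of 11 rows and a maximum of 86, so the count alone does not set the real grouping apart. At p under 0.05, 13 of the 100 splits gave at least the 1769 rows of the real one, with a maximum of 2516. For the count at an adjusted p of 0.05, and for the count of regulators, 100 of the 100 splits gave at least as many, since the real counts are 0. At least 7 shared genes passed in 4 of the 100 splits and 3 methylation and expression genes in 2 of the 100. Chance division of the rats alone gives such counts rarely, but both lists were picked by the study from this same division, which the splits do not correct for.

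Ribosomal RNA differed between the groups, and less depth or more ribosomal RNA in sham replicates 4 and 5 could produce differences. Without these rats the antigen presentation difference was 0.461. Each TBI rat already lay above each sham rat in this list with all rats, so leaving out any sham rats had to keep that order, and the test decides nothing and leaves the question open. The interferon difference was 0.617 without them (exact permutation p = 0.0893), close to 0.60 with all rats but no longer past 0.05, so that test leaves the question open too. The adjusted p of both lists was above 0.05 with all rats.

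The exact test without robust estimation called 24 rows lower in TBI, of which 5 were ribosomal RNA rows. Reads of ribosomal RNA counted on other records are a candidate explanation for part of the other 19. Over the 8 rats with the lower ribosomal share, and within groups, the median correlation of these rows with that share was 0.561 (one-sided exact permutation p = 0.0264 over 720 orders). The median was -0.0108 for the 27 higher rows. The correlation was above 0.5 in 10 of the 19 rows and above 0.9 in 5, and rows with shared reads are not independent. Of the candidate genes among the 19, Kcnd3 was at 0.636, above the median, and Gad2, Reln and Gad1 were at 0.232, -0.159 and -0.264. Single genes over 8 rats exclude nothing.

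Scores of several response lists varied among rats together with a list of thalamus and hypothalamus genes, tissue outside the dissected fields. Differing amounts of such tissue in the dissected piece are a possible explanation. Within groups, Pearson's r with that list was 0.890 for reactive astrocyte genes, 0.903 for interferon, 0.752 for complement and 0.0285 for antigen presentation genes (exact permutation within groups, p = 0.000764, 0.00194, 0.0222 and 0.940). All 18 other lists were compared with it, and 3 passed 0.05 after adjustment over the 18, namely reactive astrocyte (0.0138), interferon (0.0175) and CA1 (0.0188). Over all 10 rats r was 0.930 and Spearman's rho 0.891 for reactive astrocyte genes (permutation p = 8e-05 and 0.0011), and r was 0.842 without TBI replicates 1 and 2, the rats farthest from the median. Of the list's 11 genes, 3 are ones the study listed for this model. Without them 0 of the 18 relations passed adjustment, although r for reactive astrocyte genes was still 0.878, as high as in 68 of 10000 random lists matched on expression. Of the list's 3 most abundant genes, Tac3 (6.95 CPM), Prkcd (6.19 CPM) and Hcrt (5.40 CPM) had r of 0.329, 0.633 and 0.570 with the reactive astrocyte score. Calb2, Lef1 and Avp had -0.225, 0.127 and 0.172. Gal, Synpo2, Nts, Trh and Oxt had 0.839, 0.804, 0.621, 0.621 and 0.602. Extra tissue and a response that raises some of these genes cannot be told apart, because the genes are low and several may change with injury themselves. The CA1 list, of a field outside those dissected, also varied among rats. Its score was -1.246 in TBI replicate 4 and 1.525 in TBI replicate 2. Differing amounts of CA1 in the piece were not tested as an explanation.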
